# MDSCs Mediate Angiogenesis and Predispose Canine Mammary Tumor Cells for Metastasis via IL-28/IL-28RA (IFN-λ) Signaling

**DOI:** 10.1371/journal.pone.0103249

**Published:** 2014-07-30

**Authors:** Joanna Mucha, Kinga Majchrzak, Bartłomiej Taciak, Eva Hellmén, Magdalena Król

## Abstract

**Background:**

Myeloid-derived suppressor cells (MDSCs) function in immunosuppression and tumor development by induction of angiogenesis in a STAT3-dependent manner. Knowledge of MDSC biology is mainly limited to mice studies, and more clinical investigations using spontaneous tumor models are required. Here we performed *in vitro* experiments and clinical data analysis obtained from canine patients.

**Methods:**

Using microarrays we examined changes in gene expression in canine mammary cancer cells due to their co-culture with MDSCs. Further, using Real-time rt-PCR, Western blot, IHC, siRNA, angiogenesis assay and migration/invasion tests we examined a role of the most important signaling pathway.

**Results:**

In dogs with mammary cancer, the number of circulating MDSCs increases with tumor clinical stage. Microarray analysis revealed that MDSCs had significantly altered molecular pathways in tumor cells *in vitro*. Particularly important was the detected increased activation of IL-28/IL-28RA (IFN-λ) signaling. The highest expression of IL-28 was observed in stage III/IV mammary tumor-bearing dogs. IL-28 secreted by MDSCs stimulates STAT3 in tumor cells, which results in increased expression of angiogenic factors and subsequent induction of angiogenesis by endothelial cells, epithelial-mesenchymal transition (EMT) and increased migration of tumor cells *in vitro*. Knockdown of IL-28RA decreased angiogenesis, tumor cell invasion and migration.

**Conclusions:**

We showed for the first time that MDSCs secrete IL-28 (IFN-λ), which promotes angiogenesis, EMT, invasion and migration of tumor cells. Thus, IL-28 may constitute an interesting target for further therapies. Moreover, the similarity in circulating MDSC levels at various tumor clinical stages between canine and human patients indicates canines as a good model for clinical trials of drugs targeting MDSCs.

## Introduction

Myeloid-derived suppressor cells (MDSCs) are associated with tumor progression. Transplantation of MDSCs into tumor-bearing mice significantly promoted tumor growth [1], [2], whereas administration of MDSCs after 5-fluorouracil treatment completely abolished the anti-tumor effect of the drug [3]. Injection of antibodies targeting MDSCs in tumor-bearing mice inhibited tumor growth and reduced cancer metastasis [4]-[7]. The proposed mechanism of MDSCs action is induction of immunosuppression and promotion of angiogenesis by production of vascular endothelial growth factor (VEGF) [8]. MDSC promotion of angiogenesis is driven by activated signal transducer and activator of transcription 3 (STAT3) (9). However, the signaling by which MDSCs activate STAT3 in cancer cells has not been fully elucidated.

Anti-MDSC treatment has been successfully used as a part of anti-cancer therapy. Treatment of tumor-bearing mice with drugs that target MDSCs, such as gemcitabine, delays tumor progression, improves survival, and enhances efficacy of cancer vaccines and immunotherapies [10]–[12]. Moreover, reduction of a number of MDSCs in mice facilitated the reduction of established metastatic disease after the removal of primary tumors [7], [13].

Dogs are excellent models for human cancer studies, as they naturally develop the same tumors as humans with an intact immune system and with a syngeneic host and tumor microenvironment [14], [15]. Moreover, both species share similar environmental, nutrition, age, sex, and reproductive factors that lead to the development and progression of cancers [16]. Dog tumors are histologically similar to human tumors, and many histological types of cancer are associated with similar genetic alterations in both species. Dogs also respond similar to humans to conventional therapies. Based on the similar activity of P450 cytochrome in both species and shorter duration time of canine clinical trials, the canine model can be used in clinical trials of human drugs. For example, the disease-free time interval in dogs treated for cancer is 18 months, compared with 7 years needed to assess treatment outcomes in humans [17]. Thus, results obtained in dogs can provide an opportunity to answer some questions that are unanswered using standard preclinical and clinical models. In 2005/2006, the “Comparative Oncology” program was launched in the USA with the aim of introducing the canine model into mainstream cancer research, mainly as an intermediate model between rodents and humans in clinical trials of anticancer drugs [17].

The aim of our study was two-fold: to assess the number of MDSCs in healthy and tumor-bearing dogs and to compare these results to human studies. These findings may be very useful for further introduction of the canine model in clinical trials of drugs targeting MDSCs. The second aim was to elucidate the mechanism by which MDSCs increase STAT3 activation in cancer cells. As the overall cellular role of MDSCs in cancer cells has not been fully established, targeting of molecule that activates STAT3 instead of using chemotherapeutic agents against MDSCs could constitute a better approach to cancer treatment. Thus far, anti-MDSCs therapy has been used experimentally only in mice. Before introduction of this type of therapy into human patients, it would be useful to employ the canine model. Following the aims of “Comparative Oncology” trials, this approach could reduce the risk of side effects related to drugs and ensure their early elimination from later phases of human clinical development. Furthermore, it could result in fewer human participants entering trials with potentially ineffective or unsafe drugs [16].

## Materials and Methods

### Canine mammary tumor cell lines and culture

Cell lines were described in our previous studies [18], [19]. In brief, the anaplastic cancer cell line P114 was kindly donated by Dr. Gerard Rutteman (Utrecht University, The Netherlands). A simple carcinoma cell line (CMT-U27) and a spindle cell mammary tumor cell line (CMT-U309) were established by Prof. Dr. Eva Hellmén (Swedish University of Agricultural Sciences, Sweden). Cells were cultured in RPMI 1640 medium supplemented with 10% (v/v) heat-inactivated fetal bovine serum, penicillin-streptomycin (50 IU/mL), and fungizone (2.5 mg/mL; Sigma-Aldrich, USA) in an atmosphere of 5% CO_2_ and 95% humidified air at 37°C [19], [20]. The human umbilical venous endothelial cell line (HUVEC) was purchased from Life Technologies (USA). HUVECs were cultured in 200PRF medium (Gibco, USA) with Low Serum Growth Supplement (LSGS) (Gibco) in standard culture conditions. For the 3D tubule formation assays, early passages were used (P1–P4).

### MDSCs and T lymphocyte analysis

Anti-coagulated whole blood was collected for diagnostic purposes from healthy dogs (n = 26) or mammary tumor-bearing dogs (n = 27) during routine veterinarian procedures. Then, it was immediately subjected to mononuclear cell separation using Accuspin System-Histopaque 1077 (Sigma-Aldrich), according to the manufacturer's protocol. The dogs' owners gave written or verbal permission for the use of their animals' blood for this work. Samples were obtained within study approved by the III Local Ethical Committee (approval no. 8/2012, 17.01.2012) of the Warsaw University of Life Sciences. Mammary tumor-bearing dogs were classified based on the clinical data of tumor size (T designation), presence of lymph node metastases (N category) and of distant metastases (M category), according to the original World Health Organization's (WHO) TNM system [20]. For this study, blood from mammary tumor-bearing dogs in the following stages was used: stage I (n = 11), stage II (n = 4), stage III (n = 4) and stage IV (n = 8). Isolated mononuclear blood cells were incubated for 1 h at room temperature with canine-specific rat monoclonal anti-Gr1 (RPE conjugated), anti-CD11b (FITC conjugated) and mouse monoclonal anti-CD33 (APC conjugated) antibodies (all obtained from Thermo Scientific, USA), according to the manufacturer's instructions. Leukocytes were initially identified and gated on the basis of morphological criteria (SSC vs. FSC cytogram) using FACSAria II (BD Biosciences, USA). Subsequently, Gr1/CD11b/CD33-positive cells were gated, counted and sorted for the purposes of RNA isolation or co-culture with cancer cells in trans-well chambers.

### Co-culture

Canine mammary tumor cells were seeded in 6-well plates, and MDSCs sorted from the blood of healthy dogs were added to the transwell inserts at a 1∶5 ratio to tumor cells. The co-culture was maintained for 48 h.

### siRNA transfection and IL28 treatment

The siRNA transfection procedure used in canine mammary tumor cells was described in detail in our previous study [19]. The canine (*Canis lupus familiaris*) *Il-28ra* sequence was obtained from Gene Bank (accession number: XM_850017.3). The siRNA duplexes were designed by Sigma-Aldrich and two duplexes were chosen for further experiments. The duplex sequences are as follows: the first duplex, CUCGAAUUCUCCAACGACAdTdT and UGUCGUUGGAGAAUUCGAGdTdT; and the second duplex, AUCACCAGGGCUGAAUAUAdTdT and UAUAUUCAGCCCUGGUGAUdTdT. For *Il-28ra* silencing, a mixture of both duplexes was used (30 pmol+30 pmol) with Lipofectamine 2000 (Life Technologies) at concentrations recommended by the manufacturer. All experiments with transfected cells were conducted 48 h after the transfection. Mock transfected cells were used as controls (transfected with Lipofectamine 2000 and a non-coding siRNA sequence obtained from Life Technologies).

For IL-28 (Bio-Rad, USA) treatment, cells were seeded in normal culture medium supplemented with 100 U/ml [21] of the protein for 48 h. The medium was replaced with fresh medium containing IL-28 every 24 h.

### Microarray analysis

Total RNA (t-RNA) was isolated from samples using an RNA kit (A&A Biotechnology, Poland), according to the manufacturer's protocol. The quantity of t-RNA was measured using a NanoDrop instrument (NanoDrop Technologies, USA), and the final RNA quality and integrity were assessed using a BioAnalyzer (Agilent, USA). Only high-quality samples (RIN >8) were used in further analyses.

The Quick Amp Labeling Kit (Agilent) was used to amplify and label target RNA to generate complementary RNA (cRNA) for oligo microarrays used in gene expression profiling and other downstream analyses. The gene expression of neoplastic cell lines, grown under co-culture conditions with MDSCs, was compared against the gene expression of the same neoplastic cell line grown in monoculture. Each sample was examined in a dye-swap to eliminate the effect of label factor. The hybridization was performed with canine-specific AMADID Release GE 4x44K microarrays (Agilent) using the Gene Expression Hybridization Kit (Agilent) according to the manufacturer's protocol. Acquisition and analysis of hybridization intensities were performed using a DNA microarray scanner (Agilent), and data were extracted using Agilent's Feature Extraction software with normalization and robust statistical analyses.

### Biostatistical analysis

Statistical analyses were performed using Gene Spring software (Agilent) and BRB ArrayTools (http://linus.nci.nih.gov/BRB-ArrayTools.html, Biometric Research Branch, US National Cancer Institute).

Intensities were normalized using average factors scaled to the median array intensities over the entire array using the median array as a reference. Probe sets that yielded a maximal normalized nonlog intensity value of 10 or less were filtered out from further analysis. The mRNAs that were differentially expressed between signal and control samples (*P*<0.05; FC>2.0) were identified by class comparison analysis using two-sided Student t-tests followed by bootstrapping. The mRNAs that were significantly regulated by co-culture conditions in all neoplastic cell lines were selected from six technical and three biological repetitions. Areas of these analyses have been deposited in NCBI's Gene Expression Omnibus and are accessible using the GEO Series accession number GSE53373. Genes and corresponding signaling pathways were identified using PANTHER pathway analysis software [22].

### Real-time RT-PCR

Sequences of key genes were obtained from the NCBI database. Primers were designed using Primer3 software (free online access) and were checked using Oligo Calculator (free online access) and Primer-Blast (NCBI database). Primer sequences are listed in Table 1. The housekeeping gene *Rps 19* was used as internal control [23], [24]. Quantitative RT-PCR was performed using a fluorogenic Lightcycler Fast Strand DNA SYBR Green kit (Roche) and a Light Cycler (Roche). Data were analyzed using the comparative Ct method [26]. The experiment was repeated five times. PCR products were electrophoresed through ethidium bromide-stained 2% agarose gels (Sigma-Aldrich) for 60 min at 90 mV in Tris-borate-EDTA buffer. The gels were then visualized under UV light.

**Table 1:** Primer's sequences used in this study and their annealing optimal temperature and time.

Gene name	Left Primer	Right Primer	Annealing temp	Annealing time
*Il18*	GTGATGAAGGCCTGGAATCAGA	CTGTACAGTCAGAATCGGGCA	62	6
*Il-28ra*	TAGAAGGTGGCGAAAAGTGA	CTGGCTCCACTTCAAAAAGGTA	59	8
*Il-28*	GCTGACCGTGACTGGAGC	GACAGGGACTTGAACTGGGCTA	63	4
*Sema6C*	CGGATTTCCAGGCCAGTGAT	AGTCGTACTTGGCAGAACGG	60	4
*Krt17*	GCCTGTCTGGGAAGTGGAAG	TGCGTGTCTCTGGTCTCAAG	63	7
*Mmp20*	ACAAGTACCACCTCGCACAG	AAGGCTTGCAGCTCCTTGAT	62	6
*Rps19*	CCTTCCTCAAAAAGTCTGGG	GTTCTCATCGTAGGGAGCAAG	61	10

The mRNA sequences of key genes were obtained from NCBI database. Primers were designed using PRIMER3 software (free on-line access) and checked using Oligo Calculator (free on-line access) and Primer-Blast (NCBI database).

### Western blotting

Protein extracts from cultured cells (control cells, cells treated with silenced IL-28RA expression and cells treated with IL-28) were lysed with RIPA buffer (Sigma-Aldrich) supplemented with protease inhibitor cocktail (Sigma-Aldrich) and phosphatase inhibitor cocktail (Sigma-Aldrich). Total protein concentrations in lysates were determined using a Bio-Rad protein assay (Bio-Rad Laboratories Inc.). Proteins (50 µg) were resolved using SDS-PAGE and transferred onto PVDF membranes (Sigma-Aldrich). The membranes were then blocked with 5% non-fat dry milk in TBS buffer containing 0.5% Tween 20. The membranes were incubated overnight with the primary anti-canine antibodies (or antibodies showing cross-reactivity with canine) anti-IL28RA (rabbit, Aviva Systems Biology), anti-p-STAT3 (rabbit, Thermo Scientific), anti-STAT3 (rabbit, Thermo Scientific), anti-VEGF-C (rabbit, Thermo Scientific), anti-IL-18 (goat, Santa Cruz), anti-SEMA3B (rabbit, Santa Cruz) and anti-β-actin (mouse, Santa Cruz) at 4°C. The membranes were washed three times in TBS containing 0.5% Tween 20 and incubated for 1 h at room temperature with secondary antibodies conjugated with the appropriate infrared (IR) fluorophore IRDye 800 CW or IRDye 680 RD at a dilution of 1∶5000. An Odyssey Infrared Imaging System (LI-COR Biosciences, USA) was then used to analyze protein expression. Scan resolution and intensity of the instrument were set at 169 µm and 4, respectively. Quantification of the integrated optical density (IOD) was performed using the analysis software provided with the Odyssey scanner (LI-COR Biosciences). To remove antibodies, the membranes were incubated for 15 min at room temperature in Restore Western Blot Stripping Buffer (Thermo Scientific, USA). This experiment was repeated five times.

### Culture on Matrigel matrix

Culture plates (35 mm; Corning Inc.) were coated with 100 µL of growth factor-reduced Matrigel (BD Biosciences) and were left to solidify for 30 min at 37°C. The control cells, siRNA-treated cells or IL-28 treated cells were then plated at a concentration of 10^4^ cells/mL and cultured for 24 hrs. Cell growth on Matrigels was observed using a phase contrast microscope.

### Invasion and migration assay

The BD BioCoat 24-Multiwell Invasion System (BD Biosciences) pre-coated with BD Matrigel Matrix was used according to the manufacturer's protocol. The insert plates were prepared by rehydrating the BD Matrigel Matrix layer with phosphate buffered saline (PBS) for two hours at 37°C. The rehydration solution was then carefully removed and 500 µl of cell suspension (control cells, cells with IL-28RA knockdown or cells treated with IL-28) in RPMI 1640 medium containing 0.2% FBS was added to the apical chambers (2.5×10^5^ cells). Then, 750 µl of chemoattractant (20% FBS) was added to each of the basal chambers. As a negative control for background reduction, culture medium without cells was used. Assay plates were incubated for 22 h at standard culturing conditions. Incubation medium was carefully removed from the apical chamber and insert system was transferred into a second 24-well plate containing 500 µl of 2.5 µg/ml Calcein AM in Hanks' Balanced Salt solution (HBSS). Plates were incubated for 1 h at standard culturing conditions. The fluorescence of invaded cells was measured at excitation wavelength 485 nm and emission wavelength 530 nm using a florescent plate reader with bottom reading capabilities, Infinite 200 PRO Tecan (TECAN, Switzerland). To visualize the invaded cells, a fluorescence microscope (Olympus BX60) at 4× magnification was used. The experiment was repeated three times.

To evaluate migratory potential, the BD Falcon FluoroBlock 24-Multiwell Insert Plates (8 micron pore size) (BD Biosciences) were used. The determination protocol for the canine mammary cancer cell migration was the same as the invasion assay, with the exception that no Matrigel was used and rehydrating of the plate was omitted. All samples were assayed three times.

### Tubule formation assay (angiogenic *in vitro* assay)

The 3D tubule formation by human endothelial cells (HUVECs) initiated by cancer cells originating from other species has been previously established [26]. We applied this model for our experiments using canine mammary tumor cells. Culture plates (24 wells; Corning Inc.) were coated with Growth-Factor Reduced Matrigel Matrix (BD Biosciences) and allowed to solidify for 30 min at 37°C. The HUVECs were then plated at a concentration of 4.2×10^4^ cells/cm^2^ according to the manufacturer's instructions. We used a positive inducer control, LSGS-supplemented Medium 200PRF, and a negative control, LSGS-supplemented medium with 30 µM Suramin (Sigma-Aldrich). We also assessed the influence on tubule formation of standard tumor cell culture medium and culture medium supplemented with 100 U/mL of IL-28. Canine mammary tumor cells were plated in trans-well inserts as follows: control cells, cells silenced for IL-28RA, cells treated with IL-28 (100 U/mL) for 48 h before the experiment, and cells treated with IL-28 (100 U/mL) for 48 h before the experiment and during the experiment. HUVEC reorganization into 3D vessel structures was examined after 6 h using a phase contrast microscope. The experiment was repeated three times, and each experimental condition was assayed in duplicate (n = 6).

### Immunohistochemical (IHC) examination

Cell lines (control cells, cells with IL-28RA knockdown, and cells treated with IL-28) cultured on Lab-Tek 8-chamber culture slides (Nunc Inc., USA) were subjected to IHC analysis after ethanol (70%) fixation for 10 min. Samples were incubated in a peroxidase blocking reagent (Dako, Denmark) for 10 min at room temperature prior to 30 min incubation in 5% bovine serum albumin (Sigma-Aldrich). Cell lines were incubated with 1∶100 dilution of anti-cytokeratin (clone AE1/AE3) or anti-vimentin antibodies for 1 h at room temperature. The Envision kit comprising labeled polymers of secondary anti-rabbit/mouse antibodies conjugated with the HRP enzyme complex (Dako) was used. The 3,3′-diaminobenzidine (Dako) substrate was used to develop colored products. Finally, nuclei were counterstained with hematoxylin. Each IHC experiment was controlled by omitting primary antibodies. Four slides of each cell line were analyzed. Pictures of each slide were taken using an Olympus BX60 microscope. Colorimetric intensities of IHC-stained antigen spots (brown precipitate reflecting antigen expression) were counted using a computer-assisted image analyzer (Olympus Microimage Image Analysis version 4.0 software for Windows, USA). The intensities of color related to each antigen spot were expressed as mean pixel IOD.

### Statistical analysis

Statistical analyses were performed using Prism version 5.00 software (GraphPad Software, USA). Two-way analysis of variance (ANOVA), ANOVA with Tukey's honest significant difference post-hoc test were applied, and differences were considered significant when *P*<0.05 or highly significant when *P*<0.01 or *P*<0.001.

## Results

### Number of circulating MDSCs in the blood of canine patients and the effect of co-culture with canine mammary tumor cells *in vitro*

FACS analysis showed that the number of MDSCs (CD11b+/Gr1+/CD33+) in the leukocyte population in the blood of healthy dogs was 0.35 (SD = 0.48). In dogs with stage I or II mammary cancer, MDSC number was significantly higher (*P*<0.01): 5.94 (SD = 2.99) and 8.13 (SD = 0.54), respectively. However, the number of MDSCs in dogs with stage III and IV of mammary cancer was the highest (*P*<0.001): 15.63 (SD = 3.91) and 15.44 (SD = 2.92), respectively (Fig. 1A).

**Figure 1:**
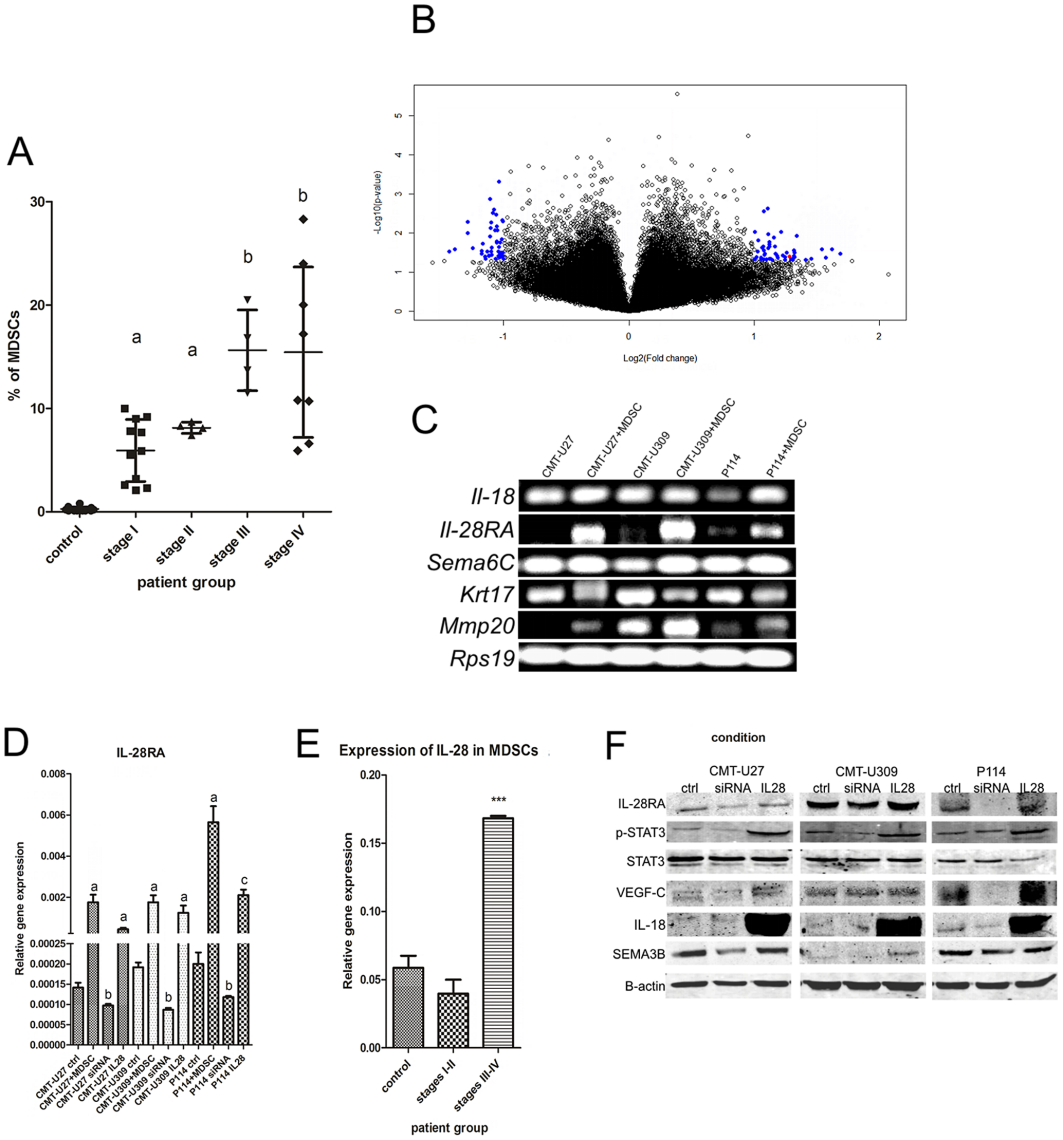
Number of MDSCs in mammary tumor-bearing dogs, their IL-28 expression and changes in canine mammary tumor cells gene/protein expression due to their co-culture with MDSCs. (A). The number of circulating MDSCs (%) within white blood cells in healthy donors, and dogs with stage I, II, III and IV mammary cancer. Results that differed significantly compared to control are marked by ‘a’ (*P*<0.01) or ‘b’ (*P*<0.001). (B). Volcano plot of gene expression in canine mammary tumor cells co-cultured with MDSCs compared to monocultured cells. Genes which expression differed significantly (*P*<0.05, FC>2.0) are marked by blue dots. *Il-28ra* is marked as a red dot. The plot was generated using BRB software. (C). Changes in expression of selected genes in canine mammary tumor cells due to co-culture with MDSCs visualized on agarose gel using UV light (ctrl, control cells grown as mono-culture; +MDSC, cells grown as co-culture with MDSCs). (D). Relative *Il-28ra* gene expression in canine mammary tumor control cells transfected with non-coding siRNA (ctrl), cells co-cultured with MDSCs (+MDSC), transfected with *Il-28ra*-specific siRNA (siRNA) and treated with IL-28 (IL28). Results that differ significantly compared to control are marked as ‘a’ (*P*<0.001), ‘b’ (*P*<0.05) or ‘c’ (*P*<0.01). (E). Relative gene expression of *Il-28* in MDSCs isolated from blood of healthy dogs, and dogs with stage I/II or III/IV mammary cancer. (F). Expression of selected target and downstream signaling proteins in control cells mock-transfected (ctrl), cells with knockdown of IL-28RA expression (siRNA) and cells treated with IL-28 (IL28).

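Gene expression was compared on Agilent canine 4x44K oligo microarrays, on which RNA from co-cultured cells and RNA from monocultured cells of the same line are labelled with different dyes (Cy5, red, and Cy3, green) and hybridized to one array. The cells were the canine mammary tumor lines P114 (anaplastic cancer), CMT-U27 (simple carcinoma) and CMT-U309 (spindle cell tumor), and the co-cultured cells shared their medium with myeloid-derived suppressor cells (MDSCs) from healthy dogs through a transwell insert. The methods give 48 h of co-culture, and the deposited sample descriptions give at least 72 h. Each of the 3 cell lines was examined on 2 arrays with the dyes exchanged, which makes 6 arrays and 12 channels. The arrays of a dye-swap carry the same pair of RNA samples, so they were counted as 1 replicate, and n is 3 cell lines in the comparisons of all lines. A single cell line has no replicate of its own.
The authors read the scans with Feature Extraction software, which subtracts the background, adjusts the 2 dyes to each other by linear and lowess scaling, and replaces very low signals by a surrogate value. The methods then scale intensities to a median array, remove probes whose maximal intensity is 10 or less, and test by two-sided Student t-tests followed by bootstrapping. Here the processed red and green signals of the deposited scanner output were scaled to a common median, probes with a maximal intensity of 10 or less were left out, spots flagged as outliers and control spots were dropped, and the log2 ratio of co-culture over monoculture was averaged over spots, then over the dye-swap. Limma tested the mean of the 3 lines against 0. The bootstrapping was not repeated.
The signal over background differed between channels. In P114, 65.4% of spots were well above background in the co-culture channel and 55.2% in the monoculture channel of the array with co-culture RNA in Cy5, against 61.2% and 69.0% on its dye-swap. In CMT-U27 the shares were 61.3% for co-culture and 77.0% for monoculture, then 58.4% and 70.8% on the dye-swap, and in CMT-U309 they were 76.9% and 81.0%, then 53.0% and 75.3%. In both channels at once, between 4.75% and 15.6% of spots had only a surrogate value. Log ratios of the spiked-in control RNAs followed their known values with a correlation between 0.987 and 0.995 and a slope between 0.839 and 0.873. The intercept of that fit was between 0.332 and 0.500. The differences between known ratios were therefore compressed, and all of the ratios were also shifted by an offset. The number of arrays limits the precision of every fold change given here.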

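Of the 43603 probes on the array that are not controls, 40699 passed the intensity filter with a ratio in every cell line. At the thresholds of the methods, unadjusted p under 0.05 and a fold change over 2, limma called 421 probes higher and 78 lower in co-culture. By gene symbol these were 119 genes higher and 24 lower. No probe passed a Benjamini-Hochberg adjusted p of 0.05 in limma, and the smallest adjusted p was 0.227. The unadjusted p was under 0.05 for 4048 probes. A Student t-test of the same 3 ratios against 0, named the methods' t-test here, called 83 probes higher and 35 lower at the same thresholds. It again left 0 after adjustment, and 2591 probes had an unadjusted p under 0.05. The paper describes a comparison of signal with control samples, so its inputs may differ from these ratios. A t-test of the 12 channels called 72 probes higher and 42 lower, with 0 after adjustment. The largest change with another processing came from background correction by normexp with loess normalization, which left 3 probes higher and 0 lower.
The array pairs of a dye-swap were compared across probes, which are not independent replicates. After both arrays were turned to co-culture over monoculture, the Pearson correlation of their log2 ratios was -0.39 in P114, 0.26 in CMT-U27 and -0.09 in CMT-U309. The mean ratios of CMT-U27 and CMT-U309 correlated at 0.58, and those of P114 correlated at -0.08 with CMT-U27 and -0.09 with CMT-U309. The counts changed with the cell lines included. Without P114 the other lines gave 2104 probes higher and 571 lower, and 6387 probes past the adjusted threshold in limma. Without CMT-U27 the counts were 122 and 92, and without CMT-U309 they were 153 and 165.

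**Figure D1:**
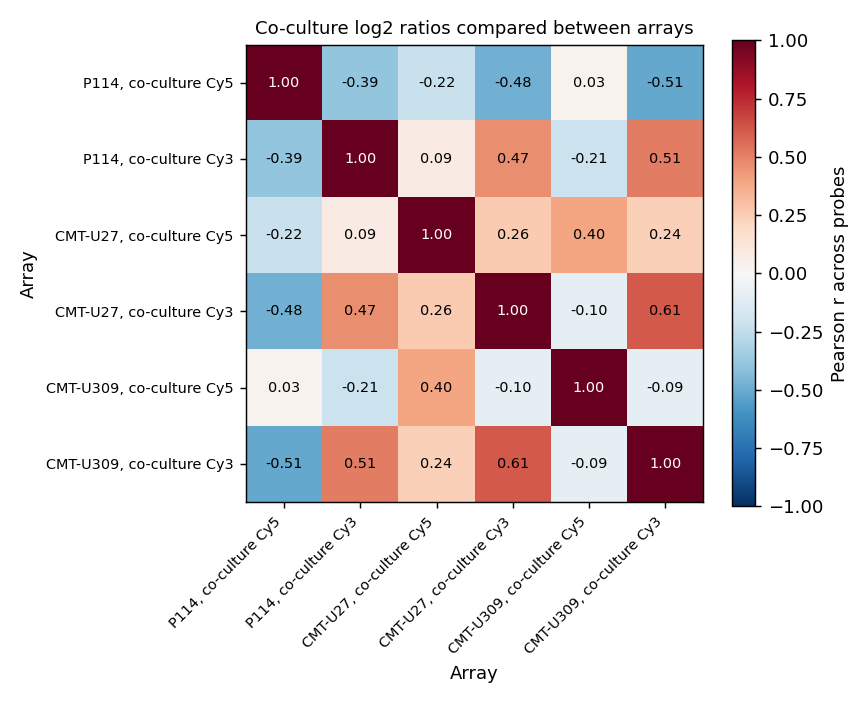
Pearson correlation across 40699 probes between the co-culture log2 ratios of the 6 arrays, all turned to co-culture over monoculture; each axis lists the arrays by cell line and by the dye that carried co-culture RNA, and colour gives r. The P114 array with co-culture RNA in Cy5 has r of -0.39 with its own dye-swap and -0.51 with the CMT-U309 array that had co-culture RNA in Cy3.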

Analysis of gene expression in canine mammary tumor cell lines co-cultured with MDSCs showed 107 significantly upregulated genes and 30 significantly downregulated genes due to co-culture (Table S1, Fig. 1B). 

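Table S1 lists 107 genes as higher and 30 as lower in co-culture. A probe with the listed symbol was found for 134 of them, and each gene was represented by its brightest probe over the 6 arrays, which left 133 genes with a tested probe. The brightest probe changed in the listed direction for 112 genes (84.2%), and 74 genes passed the thresholds of the methods in limma, 55 higher and 19 lower. The median log2 fold change was 1.08 for genes listed as higher and -1.02 for genes listed as lower. After Benjamini-Hochberg adjustment, 72 genes passed 0.05 in limma when adjusted over the list alone and 0 when adjusted over all probes tested. The study chose the list on these samples, so no share or count over the listed genes given here is independent evidence. The brightest probe is not the one with the listed fold change for 50 genes. For the others the listed value is the mean of that same probe over these arrays, so its direction and size were largely fixed in advance. In the single cell lines, 76.9% of the brightest probes moved in the listed direction in P114, 78.4% in CMT-U27 and 82.8% in CMT-U309. Background correction by normexp with loess normalization moved the counts most and left 0 listed genes past the thresholds, with 82.1% still in the listed direction.
The genes with the largest listed changes were followed to their probes. ATP8B4 (chromosome 30 of canFam2, 18879111 to 18879170) rose by a log2 fold change of 1.64 (standard error 0.34, adjusted p = 0.498 from limma with Benjamini-Hochberg adjustment) and was higher on 6 of 6 arrays, with a signal well above background on 4 of 6 co-culture and 1 of 6 monoculture channels. ABCC12 was well above background in 1 co-culture channel and in 0 monoculture channels. Only an approximate bound is given, 1.08-fold higher in co-culture, and the probe was higher on 4 of 6 arrays. GTF2A1L had a log2 fold change of 0.65 at its brightest probe (standard error 0.34). PGB had a log2 fold change of -1.22 (standard error 0.31) at its brightest probe (chromosome 6, 43778759 to 43778818), which is the listed one and was well above background in 1 of 6 co-culture and 5 of 6 monoculture channels, and 0.12 (standard error 0.37) at its other probe. LCTL stood at -0.01 (standard error 0.15) and PVRL1 at -0.32 (standard error 0.21) at their brightest probes. The probe decided these values, since the listed LCTL probe gave -1.41 and the listed PVRL1 probe -1.22.
Among probes with a symbol that passed the thresholds, moved the same way on all 6 arrays and were well above background in the channel of the higher condition on all 6, 0 rose and 4 fell. The latter were the listed PVRL1 probe, PAQR8 at -1.07 (standard error 0.22), OTOS at -1.03 (standard error 0.25) and OLFML2A at -1.03 (standard error 0.26), all log2 fold changes. In a count made after the values were seen, 10 probes listed as higher were well above background in all 12 channels. All 10 passed the thresholds in limma and were higher on every array except the P114 array with co-culture RNA in Cy5. These probes were listed for a mean change over 2-fold in these same data, so their passing was largely fixed. For some of these genes a brighter probe, also well above background in all 12 channels, stayed under 2-fold. For the others the listed probe is the brightest.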

All significantly regulated genes and their fold change are listed in Table S1. 

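Array values were taken for the 5 genes measured again by real-time RT-PCR. Il-28ra rose by a log2 fold change of 1.31 (standard error 0.35, adjusted p = 0.498 from limma with Benjamini-Hochberg adjustment), with mean log2 ratios of 1.08 in P114, 1.77 in CMT-U27 and 1.07 in CMT-U309. Krt17 fell, with a log2 fold change of -1.02 (standard error 0.29, adjusted p = 0.498 from the same test), and its ratio was -0.75 in P114, -1.38 in CMT-U27 and -0.92 in CMT-U309. The Il-28ra probe was well above background in 1 of 6 co-culture and 1 of 6 monoculture channels, and the Krt17 probe in 1 of 6 and 5 of 6. Under normexp background correction and loess the log2 fold changes were 0.08 for Il-28ra and -0.10 for Krt17. With 3 cell lines an exact sign-flip test cannot give a two-sided p under 0.25, which both genes reach. Il-18 is covered by more than one probe. Its brightest probe (chromosome 5 of canFam2, 23999704 to 23999763) was well above background in every channel and had a log2 fold change of 0.04 (standard error 0.17), which is within the spread between cell lines (SD 0.22, n = 3). The Il-18 probe whose fold change is listed in Table S1 (24004289 to 24004348) was not well above background in any of the 12 channels, so no fold is given for it. Sema6C is covered by more than one probe as well. Its brightest probe (chromosome 17, 63279345 to 63279697) was well above background in all 12 channels with a log2 fold change of -0.02 (standard error 0.16, SD 0.24 between lines). Another Sema6C probe (63274719 to 63274778), also well above background in all 12 channels, had 0.31 (standard error 0.20, SD 0.42 between lines) and was higher on 4 of 6 arrays. The listed Sema6C probe (63277349 to 63277578) was well above background in 0 of 6 co-culture channels and 1 of 6 monoculture channels and allows only a bound, which came out under 1, so no fold is given. Mmp20 has a single brightest and listed probe (chromosome 5, 32163015 to 32163074) that was not well above background in any channel, and no fold is given.

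**Figure D2:**
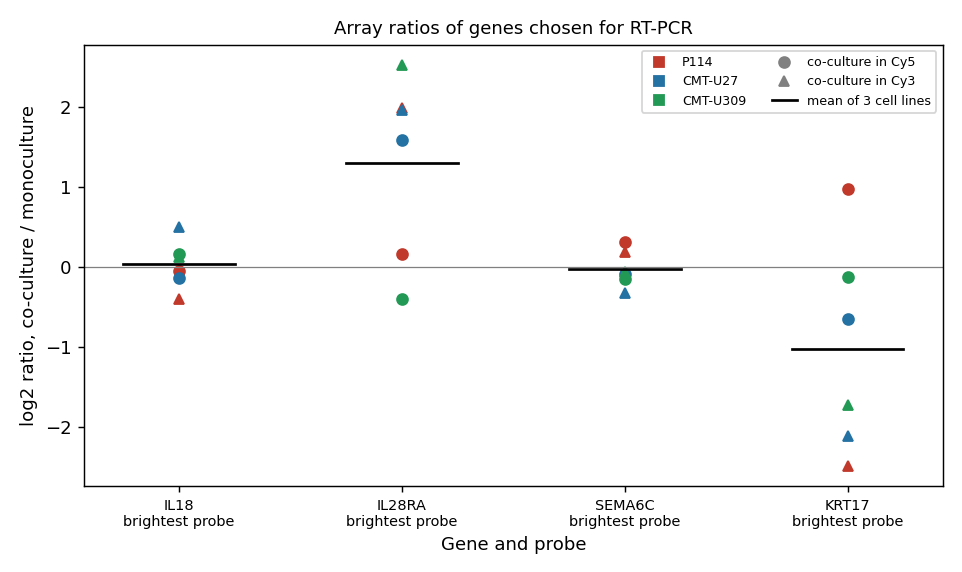
Log2 ratio of co-culture over monoculture on each of the 6 arrays for the brightest probes of Il-18, Il-28ra, Sema6C and Krt17 (Mmp20 has no fold and is not plotted), coloured by cell line, with circles for co-culture RNA in Cy5, triangles for co-culture RNA in Cy3 and a line at the mean of the 3 cell lines. Il-28ra ratios lie between -0.40 and 2.53 and Krt17 ratios between -2.49 and 0.98.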

Expression analysis of selected genes (*Il-18, Il-28ra, Sema6C, Krt17, Mmp20*) using real-time RT-PCR confirmed the same trends as the microarray experiment (Fig. 1C, Fig. S1A, Table S1).

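Gene families for interleukin, chemokine and Wnt signaling were fixed by symbol before the data were examined, and PANTHER's own assignments were not used here. Each family was tested with limma's camera, which asks whether its genes rank higher or lower than all other genes, with an inter-gene correlation preset at 0.01 and Benjamini-Hochberg adjustment over 12 sets. The 68 interleukins and interleukin receptors had a median log2 fold change of 0.03, with a camera p of 0.406 in limma that was 0.557 after adjustment. The 43 chemokines and chemokine receptors had a median of -0.00220, with a camera p of 0.418 and an adjusted p of 0.557. The 98 Wnt pathway genes had a median of 0.10 and a camera p of 0.0695 (adjusted 0.208). None of these families passed under fry, a rotation test, or with the inter-gene correlation estimated from the data, where the Wnt genes had p = 0.357 and 0.454. The median of the Wnt genes was -0.07 in P114, 0.15 in CMT-U27 and 0.10 in CMT-U309. Among probes well above background the chemokines and their receptors were lower with a camera p of 0.0165, which passed after adjustment.
Few members of these families are in Table S1. Of the interleukin family the table lists 6, Il-29, Il-28ra, Il-18, Il-2, Il-7 and Il-17re. At the brightest probe, Il-2 had a log2 fold change of -0.42 (standard error 0.32), Il-7 of 0.01 (standard error 0.18) and Il-17re of -0.999 (standard error 0.30). The Il-2 and Il-7 probes whose values Table S1 lists were not well above background in any channel. The only chemokine in the table, Ccl26, was not well above background in any channel either. In the Wnt family, Cdh20 was well above background in 1 channel of co-culture and 0 of monoculture, with an approximate bound of 1.02-fold higher in co-culture. Pcdhac2 had -0.21 (standard error 0.32) at its brightest probe and an approximate bound of 1.095-fold higher at the listed one.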

PANTHER analysis showed that among the upregulated genes, most were involved in inflammation mediated by cytokine and chemokine signaling pathways, cytoskeleton regulation by Rho GTPase, interleukin signaling pathway and Wnt signaling pathway.

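The Il-28ra probe of the array, annotated in the files with the transcript ENSCAFT00000020658, spans chromosome 2 of canFam2 from 78332868 to 78334700. Its log2 ratio was 0.16 on the P114 array with co-culture RNA in Cy5 and 2.00 on the dye-swap. In CMT-U27 the values were 1.59 and 1.96, and in CMT-U309 they were -0.40 and 2.53, so that 5 of 6 arrays were higher in co-culture. The probe was well above background in 1 of 6 co-culture channels and 1 of 6 monoculture channels, which leaves most of these ratios between signals near the background. The SD between the 3 lines was 0.41. With each line left out in turn the log2 fold change stayed between 1.07 and 1.43. Under normexp background correction and loess it was 0.08. The ligand gene Il-28b (chromosome 1, 116864026 to 116864168) was well above background in all 12 channels and had a log2 fold change of -0.05 (standard error 0.17). Il-29 (chromosome 1, 116814602 to 116814926) had -0.19 (standard error 0.20, SD 0.36) and was well above background in 5 of 6 co-culture and 6 of 6 monoculture channels. The fold change that Table S1 lists for Il-29 is that of another probe, annotated TC63982 on chromosome 34, which was not well above background in any channel. From the gene list and the functions of its genes, the paper selects Il-28ra. From the literature, in which IL-28 regulates STAT3 through its receptor and MDSCs activate STAT3 in cancer cells, it sets out the working hypothesis that IL-28 acts between MDSCs and tumor cells.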

After careful analysis of the gene list (Fig. 1B, Table S1) and their functions, we focused on analyzing the role of IL-28/IL-28RA (IFN-λ) in a “dialogue” between MDSCs and tumor cells and their role in tumor cell biology. According to the literature, IL-28 regulates STAT3 signaling via IL-28RA [27]. STAT3 is activated in cancer cells by MDSCs [9]. Thus, our working hypothesis was that IL-28 functions an intermediate protein in the signaling between MDSCs and tumor cells, which activates STAT3 in neoplastic cells and leads to cancer metastasis and angiogenesis.

Using real-time RT-PCR, we observed that co-culture of MDSCs with CMT-U27 canine mammary cancer cells increased *Il-28ra* expression 12.44-fold (*P*<0.001). In the CMT-U309 cell line, co-culture with MDSCs increased *Il-28ra* expression 9.17-fold (*P*<0.001), whereas in the P114 cell line, expression increased 28.29-fold (*P*<0.001) (Fig. 1D). Similarly, treatment of cell lines with IL-28 significantly (*P*<0.001) increased *Il-28ra* expression 3.2-fold, 6.52-fold and 10.57-fold in CMT-U27, CMT-U309 and P114 cell lines, respectively (Fig. 1D). Treatment of CMT-U27 cells with siRNA targeting *Il-28ra* significantly decreased IL-28ra expression to 30% of expression in control cells. In CMT-U309 and P114 cells lines, we observed a 45% and 41% decrease in *Il-28ra* expression, respectively, due to siRNA treatment (Fig. 1D). Because no differences were observed between control cells and mock-transfected cells, all control cells in further experiments were mock transfected.

We also found that *Il-28* expression in MDSCs of mammary tumor-bearing dogs with stage III/IV mammary cancer was 2.87-fold higher *(P<*0.001) than in MDSCs of healthy dogs, and 4.24-fold higher (*P*<0.001) than in MDSCs of patients with stages I–II of mammary cancer (Fig. 1E).

These results as well as the effect on downstream signaling were confirmed using Western blot analysis (Fig. 1F, Fig. S1B). We confirmed that treatment of all cell lines with siRNA-targeting *Il-28ra* decreased IL-28RA expression whereas treatment with IL-28 increased IL-28RA expression. IL-28RA expression level reflected STAT3 phosphorylation status, with a lower level of STAT3 phosphorylation in *Il-28ra*-siRNA treated cells and a higher level of phosphorylation in IL-28 treated cells. We also observed that in cells with silenced IL-28RA, the levels of VEGF-C, IL-18 and SEMA3B decreased. However, in cells treated with IL-28, the levels of all three proteins increased (Fig. 1F, Fig. S1B).

### IL-28/IL-28RA signaling enhances angiogenesis in vitro

The angiogenic *in vitro* assay showed that HUVECs stimulated by IL-28 (cell treated with IL-28 for 48 h before experiment and cells treated with IL-28 before and during the assay) for 6 h formed 3D vessels (Fig. 2) as similarly observed in positive controls. Stimulation of HUVECs with control tumor cells or with IL-28 administered alone (without tumor cells) for 6 h induced only small branching of endothelial cells (Fig. 2). However, stimulation of HUVECs by cells transfected with *Il-28ra-*specific siRNA for 6 h did not induce angiogenesis (similar to the negative control).

**Figure 2:**
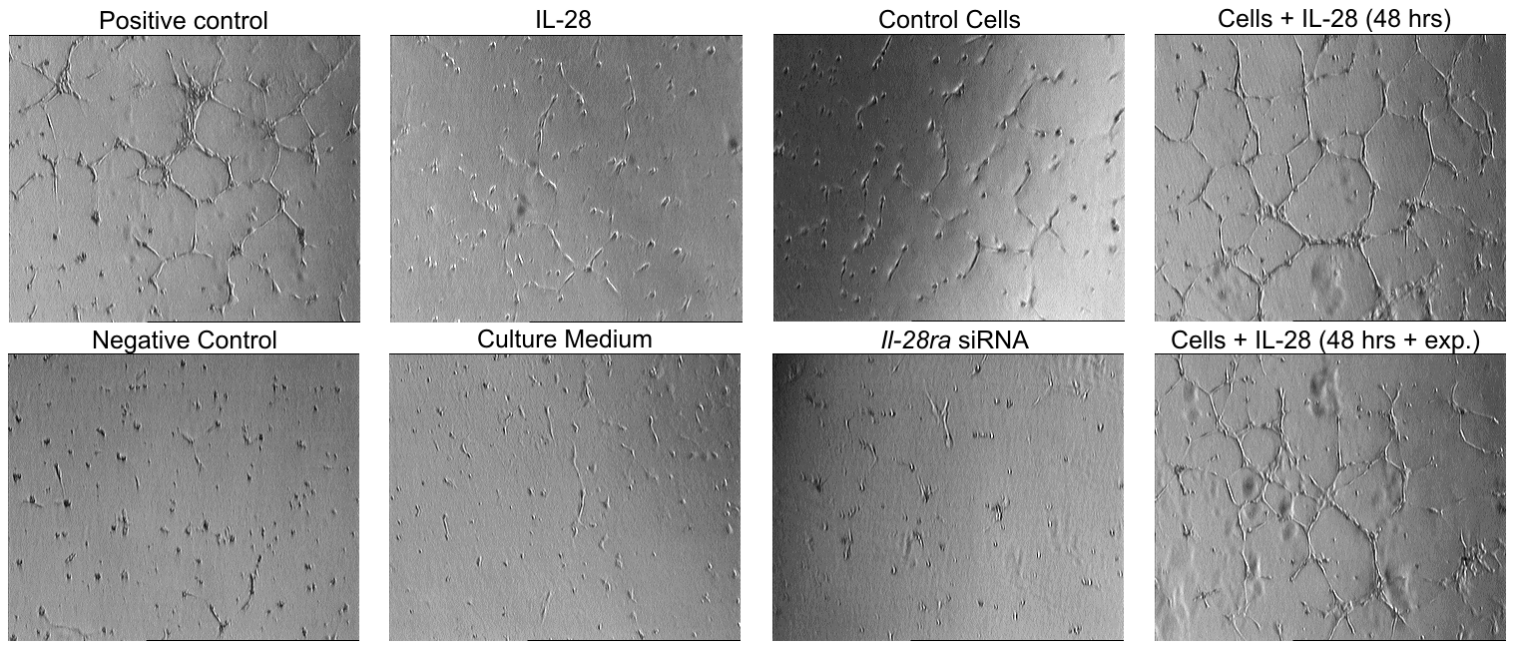
Vessel formation (3D) by HUVECs. Representative pictures showing 3D vessel formation by HUVECs due to co-culture with P114 canine mammary control cells (mock-transfected), cells treated with *Il-28ra*-specific siRNA, cells treated with IL-28 (before the experiment), cells treated with IL-28 during the experiment and positive and negative control cells, as well as only IL-28 treatment.

### IL-28/IL-28RA signaling promotes epithelial-mesenchymal transition (EMT)

Immunohistochemical analysis showed that canine mammary tumor cells undergo EMT due to treatment with IL-28. In control conditions, cytokeratin expression was very strong in all the examined cell lines (mean IOD = 750,000 a.U.), whereas vimentin expression was weak (IOD = 433,000 a.U.) (Fig. 3). We observed that because of IL-28 treatment, cytokeratin expression significantly decreased (mean IOD = 424,000 a.U., *P*<0.001) whereas vimentin expression significantly increased (mean IOD = 723,000 a.U., *P*<0.001) (Fig. 3). These differences were not as highly significant due to IL-28RA knockdown (*P*<0.05). However, the mean IOD of cytokeratin was 862,000 a.U., and vimentin 405,781 a.U. (Fig. 3).

**Figure 3:**
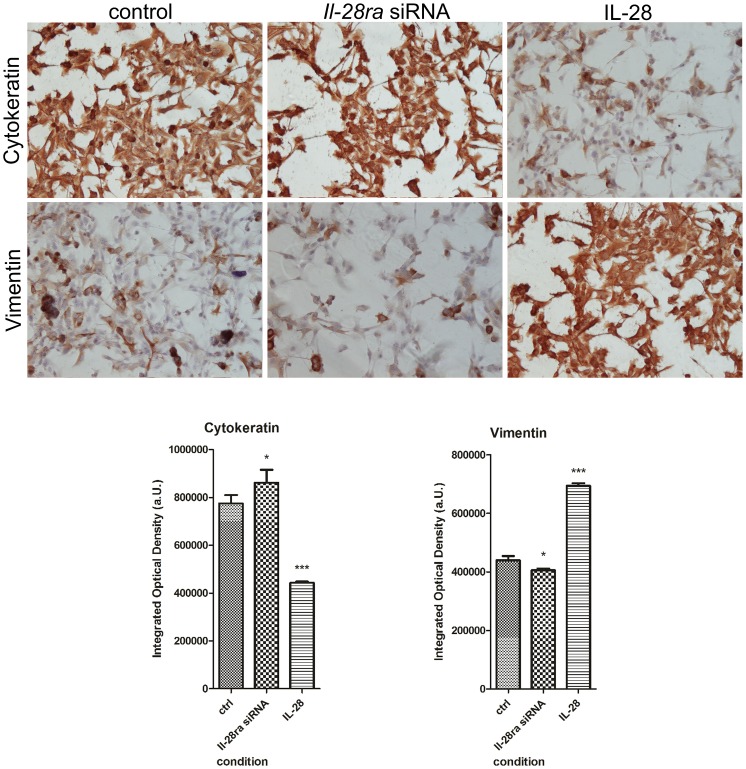
Changes in cytokeratin and vimentin expression. Representative pictures showing changes in expression of cytokeratin (upper panel) and vimentin (bottom panel) in P114 canine mammary control cells (mock-transfected), cells treated with *Il-28ra*-specific siRNA and cells treated with IL-28. Values that differed significantly are marked as * (*P*<0.05) or *** (*P*<0.001).

Analysis of changes in tumor growth patterns on Matrigel matrix showed that control cells or siRNA-treated cells formed unbranched colonies. In contrast, incubation with IL-28 (Figure 4) led to the formation of branches and invasion of the Matrigel matrix.

**Figure 4:**
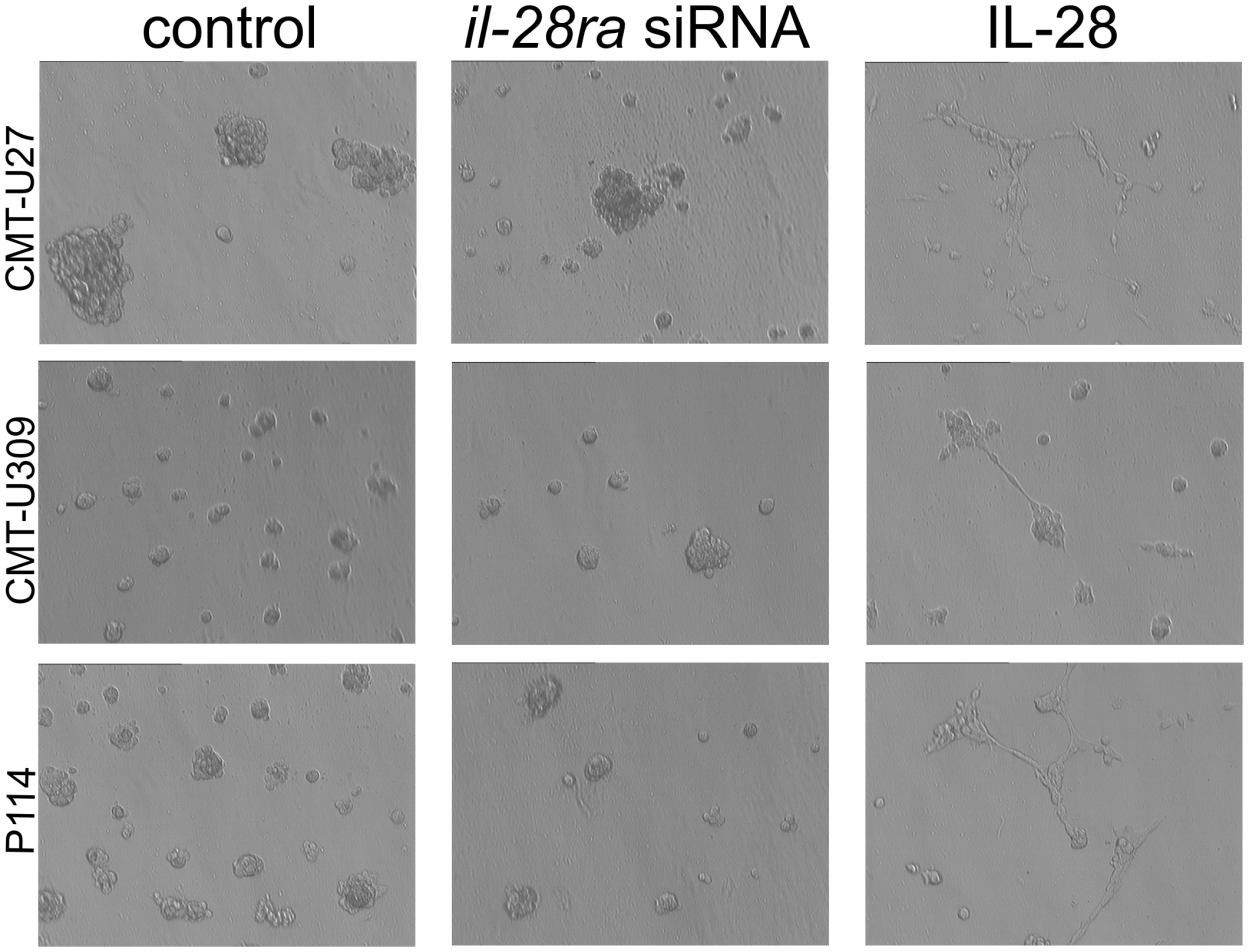
Growth characteristics on Matrigel matrix. Phase contrast micrographs of CMT-U27, CMT-U309, and P114 cells grown on the Matrigel matrix under control conditions or treated with *il-28ra* siRNA either IL-28. Control and siRNA-treated neoplastic cells formed colonies, whereas those treated with IL-28 changed their shape for spindle-like, invaded the Matrigel matrix and formed branches.

### IL-28/IL-28RA signaling enhances canine mammary tumor invasion and migration

Invasion and migration assays in Boyden chambers showed a significant role of IL-28 in both processes. Silencing of IL-28RA significantly decreased the number of invading cells in all of the examined cell lines (Fig. 5). In CMT-U27 cell line, this effect was 5.33-fold (*P*<0.001), in the CMT-U309 cell line 2-fold (*P*<0.05), and in the P114 cell line, it was 2.62-fold (*P*<0.05) (Fig. 4) based on the fluorescence related with the number of invading cells. However, microscopic examination showed almost complete inhibition of cell invasion after IL-28RA knockdown (Fig. 5). Supplementation of medium with IL-28 did not cause any significant effect on cell invasion. However, IL-28 treatment as well as IL-28RA silencing significantly affected cell invasion. In the CMT-U27 cell line, treatment with IL-28 increased migration 1.67-fold (*P*<0.01) and IL-28RA knockdown caused a 1.84-fold decrease of their migratory abilities (*P*<0.01) (Fig. 5). In the CMT-U309 cell line, IL-28 increased migratory abilities 1.56-fold (*P*<0.05), however IL-28RA silencing decreased migration 3.19-fold (Fig. 5). In the P114 cell line, we observed 1.54-fold increased migration due to IL-28 treatment and 2.56-fold decreased migration due to transfection with *Il-28ra*-specific siRNA (Fig. 5).

**Figure 5:**
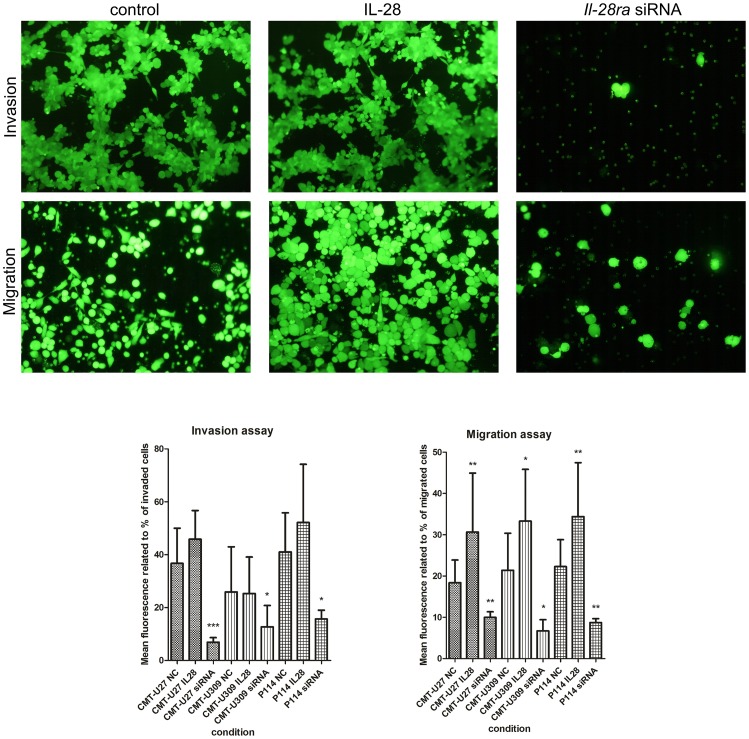
Migration and invasion *in vitro* assay. Representative pictures showing invaded (upper panel) and migrated (bottom panel) CMT-U27 canine mammary tumor cells: control (mock-transfected) (NC), treated with IL-28 (IL28) or treated with *Il-28ra*-specific siRNA (siRNA). Values that differed significantly are marked as * (*P*<0.05), ** (*P*<0.01) or *** (*P*<0.001).

## Discussion

MDSCs play an unquestionable role in tumor progression. Clinical studies in breast, colorectal, pancreatic, lung and gastric cancer patients demonstrated that increased MDSC level may be an independent prognostic factor for survival and may negatively correlate with responsiveness to chemotherapy [28]. However, our current understanding of MDSC biology is mainly based on experiments conducted using laboratory animals, and to date, only a minority of published studies has involved patients with spontaneous tumors [29], [30]. Considering the important role of MDSCs in tumor progression, more definitive clinical studies are required. Thus, the present paper includes both clinical data obtained from canine patients and data from *in vitro* investigations.

There is no current consensus regarding confirmed protein markers of MDSCs. In general, MDSCs express the common myeloid markers CD33 and CD11b [29], [30], but their immune suppressive functions can be identified by Gr1 expression [31]. Thus, to examine blood MDSC number by FACS, we used three markers: Gr1, CD33 and CD11b. Our results showed that the number of circulating MDSCs was significantly higher in stage I and II dogs with mammary cancer compared with healthy dogs; however, the number was the highest in stage III and IV dogs. This showed that the percentage of circulating MDSCs was associated with increased clinical stage and metastatic tumor burden. Although a similar trend was observed in human patients [28], [29], the number of MDSCs was lower than in our study (about 5% stage IV mammary tumor-bearing dogs compared with 15% in our study). All these results differed from data obtained in laboratory mice [32] that showed that circulating MDSCs constituted 50% of all the white blood cell population in stage IV animals. These differences can be related to the greater overall tumor burden reached in mice than in dogs or humans [30]. Moreover, in spontaneous tumors (such as in dogs or humans), the relationship between cancer and circulating MDSCs may be more complex than in mouse models. Nevertheless, in all these studies, the number of MDSCs increased linearly with tumor development. Therefore, the present study provides evidence that circulating MDSCs are clinically important in spontaneous tumor development and show similarities between dogs and humans. These findings may be very useful for further clinical trials of MDSC-targeting drugs that may involve canine model according to the “Comparative Oncology” program [17].

For many years, a role for MDSCs in cancer development has been linked with their suppressive function on the immune system [28]. However, Kujawski et al. (2008) showed that MDSCs could contribute to tumor angiogenesis. The authors revealed that MDSCs have highly activated STAT3, which upregulates the expression of various angiogenic genes [9]. Because many angiogenic proteins (e.g. VEGF-C) may simultaneously show immunosuppressive effects, MDSCs may interlink both functions [9]. Moreover, MDSCs (that have activated STAT3) may also increase STAT3 activity in cancer cells. Our previous report showed that the number of MDSCs in tumor tissues significantly correlated with p-STAT3 expression in cancer cells [31], [33]. However, the molecules mediating these interactions between both cell types have not yet been identified.

To explore the interactions between these cell types, we examined changes in gene expression in canine mammary tumor cells due to co-culture with MDSCs. To the best of our knowledge, our is the first microarray assay of these interactions. Analysis of the regulated gene list showed a significant increase in the expression of *Il-28ra*. Because IL-28 (IFN-λ) activates STAT3 [27], we decided to explore whether it functions in signaling between MDSCs and tumor cells. We showed that MDSCs secreted IL-28, and IL-28 expression in stage III and IV mammary tumor-bearing dogs was significantly higher than in healthy dogs or stage I or II canine patients. The functional significance underlying its dramatically increased expression in MDSCs of patients with advanced tumors is an interesting question that requires further investigation. We confirmed increased expression of IL-28RA at mRNA and protein levels in tumor cells co-cultured with MDSCs or treated with IL-28. These effects caused alterations in downstream signaling, including increased STAT3 phosphorylation, VEGV-C and SEMA3B expression, with the opposite effect in cells with IL-28RA knockdown. These molecular changes were associated with alterations in biological processes. Our results showed that tumor cells treated with IL-28 (before the experiment or before and during the experiment) for 6 h induced 3D vessel formation by endothelial cells. This may be related with an IL-28-mediated increase in the expression of VEGF-C and IL-18 [35] in tumor cells. Interestingly, co-culture of HUVECs with control cancer cells or with IL-28 alone for 6 h induced slight endothelial cell branching. It is very probable that longer stimulation would induce angiogenesis as well however it also shows that IL-28 stimulates cancer cells to secretion of angiogenic factors. Thus, MDSCs secrete IL-28 and then induce tumor angiogenesis mainly through an increase in secretion of angiogenic proteins in cancer cells. Co-culture of HUVECs with tumor cells with knockdown of IL-28RA completely abolished their angiogenic properties. These results suggest that the interactions among tumor cells, MDSCs, and endothelial cells are complex but essential for angiogenesis. However, each cell type may contribute differently at various stages of tumor development. These results suggest that IL-28 may be an interesting target for further investigation and therapies.

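The Keratin 17 probe, annotated with the transcript ENSCAFT00000025255, lies on chromosome 9 of canFam2 from 24476159 to 24476218. On the arrays with co-culture RNA in Cy5 its log2 ratio was 0.98 in P114, -0.65 in CMT-U27 and -0.12 in CMT-U309, and on the dye-swaps it was -2.49, -2.11 and -1.72. It was well above background in 1 of 6 co-culture channels and 5 of 6 monoculture channels. The SD between lines was 0.32, and the log2 fold change stayed between -1.15 and -0.84 with each line left out in turn and was under the 2-fold threshold without CMT-U27. Normexp background correction with loess gave -0.10. The 33 keratin genes as a family had a median of 0.06, with a camera p of 0.707 (adjusted 0.849). The vimentin gene, well above background in all 12 channels, had a log2 fold change of 0.12 (standard error 0.11). Of the mesenchymal genes listed in Table S1, Tnc fell by 1.21 on the log2 scale (standard error 0.30) at its brightest and listed probe. Its other probe, well above background in 1 of 6 co-culture and 2 of 6 monoculture channels, gave 0.19 (standard error 0.37). The median over the Tnc probes was -0.51. Snai3, not well above background in any co-culture channel, had an approximate bound of 1.06-fold higher in monoculture. For 27 mesenchymal genes of the epithelial-mesenchymal transition the median was 0.17, with a camera p of 0.0365 in limma (adjusted 0.146) and a fry p of 0.0426 (adjusted 0.512), both upward. This set passed after adjustment among probes well above background (camera p of 0.0108) and with the median over a gene's probes (0.00595), while with estimated correlation the p was 0.239 and with the t-test of the 12 channels the direction reversed (0.989). For 20 epithelial genes the median was 0.07 with a camera p of 0.979. The paper takes the lower Keratin 17 expression, with the effect of STAT3 on invasion, as its reason to examine IL-28 in EMT.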

Because STAT3 influence cancer cell ability for invasion and migration [34] and microarray analysis in canine mammary tumor cells showed downregulation of *Keratin 17* due to MDSC co-culture, we examined a role of IL-28 in EMT [36]. Our investigation confirmed increased vimentin expression and decreased cytokeratin expression in neoplastic cells due to IL-28 treatment. Knockdown of IL-28RA caused slight increase in cytokeratin and decrease in vimentin expression. Moreover, we showed that treatment of cancer cells with IL-28 changed their shape (to spindle-like, in contrary to control cells and siRNA-treated cells forming colonies) and growth characteristics on Matrigel matrix, increasing their invasiveness what additionally confirms IL-28-induced EMT. All that data together indicated that MDSCs induced EMT in tumor cells, a crucial step to cancer invasiveness and metastasis [37]. The further assays conducted in Boyden chambers confirmed an important role of IL-28/IL-28RA signaling for tumor cell invasion and migration. We showed that IL-28RA knockdown significantly decreased neoplastic cell invasion and migration; however treatment with IL-28 increased tumor ability to migration. To the best of our knowledge, ours is the first report showing an involvement of MDSCs in neoplastic cell EMT, invasion and migration. Previously, only one conference report suggested that MDSCs can stimulate fibroblasts to increase carcinoma invasion and metastasis [38].

Together, our study showed that the canine model may be a good alternative for clinical trials of drugs targeting MDSCs or their interactions with cancer cells. Moreover, we showed for the first time that MDSCs communicate with tumor cells via IL-28/IL-28RA (IFN-λ) signaling activating STAT3 and thus stimulating angiogenesis, cancer cell EMT, invasion and migration. These conclusions are based on clinical and *in vitro* data, and thus further studies are required to examine the role of IL-28/IL-28RA signaling in the tumor microenvironment of different experimental models.

## Supporting Information

Figure S1 **Relative changes in gene and protein expression in canine mammary tumor cells due to their co-culture with MDSCs,** ***il-28ra*** **siRNA either IL-28 treatment.** A. Fold changes (based on SybrGreen fluorescence) of examined genes in CMT-U27, CMT-U309, and P114 canine mammary neoplastic cells cultured in control conditions or co-cultured with MDSCs. Analysis of variance and Tukey's test were applied (GraphPad Prism 5.0, USA); the values differed significantly (p<0.05) were marked as *, whereas values differed highly significant (p<0.01 or p<0.001) were marked as ** or ***, respectively. B. The level of examined proteins (by Western blot) in CMT-U27, CMT-U309 and P114 control cells or cells treated *il-28ra* siRNA either IL-28 was expressed as IOD (**I**ntegrated **O**ptical **D**ensity) in arbitrary units with the value obtained using the Odyssey Infrared Imaging System (LI-COR Inc., USA). The results are expressed as the mean ±SD. The **ANOVA +** Tukey post-hoc test were applied (Graph Pad v. 5.0), the values differed significantly (p**<**0.05) were marked as *, whereas values differed highly significant (p**<**0.01 or p<0.001) were marked as ** or ***, respectively.
(TIF) Click here for additional data file.

Table S1 **The list of genes (and their fold change, FC) regulated in canine mammary tumor cell lines CMT-U27, CMT-U309 and P114 due to their co-culture with MDSCs.** The Statistical analyses were performed using Future Extraction, Gene Spring software (Agilent) and BRB ArrayTools (http://linus.nci.nih.gov/BRB-ArrayTools.html, Biometric Research Branch, US National Cancer Institute). Intensities were normalized using average factors scaled to the median array intensities over the entire array by using the median array as a reference. Probe sets that yielded a maximal normalized nonlog intensity value of 10 or less were filtered out from further analysis. Class comparsion analysis using two-sided Student t-tests identified mRNAs that were differentially expressed between signal and control samples (p<0.05; FC>2.0).
(DOC) Click here for additional data file.

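Table S1 gives one fold change per gene. A probe with that fold change, within a relative tolerance of 2e-05, was found for every listed gene when the processed log2 ratios of the 6 arrays were turned to co-culture over monoculture and averaged without scaling. A listed value is therefore the mean over all 6 arrays of a single probe. For 50 genes that probe is not the gene's brightest. The listed probes were compared with the background of the scans. Of these probes, 58 (42.3%) were not well above background in any of the 12 channels, and 10 were well above it in all. All 58 are among the genes listed as higher, of which they make up 54.2%, and 0 of the 30 genes listed as lower are among them. For comparison, 8.51% of the 20383 probes with a gene symbol were not well above background in any channel.

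**Figure D3:**
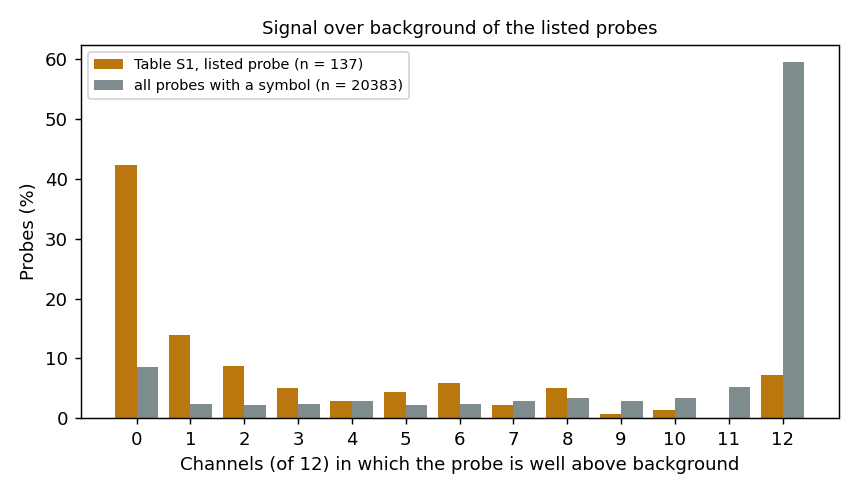
Share of probes (%) by the number of channels, from 0 to 12, in which they were well above background, for the probes whose values Table S1 lists and for all probes with a gene symbol. At 0 channels the listed probes reach 42.3% and all probes with a symbol 8.51%, and at 12 channels they reach 7.30% and 59.4%.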

# Supplementary material for: MDSCs Mediate Angiogenesis and Predispose Canine Mammary Tumor Cells for Metastasis via IL-28/IL-28RA (IFN-λ) Signaling
**Source:** PLoS One. 2014 Jul 30;9(7):e103249. doi: 10.1371/journal.pone.0103249
**Supplement:** Table S1 — The list of genes (and their fold change, FC) regulated in canine mammary tumor cell lines CMT-U27, CMT-U309 and P114 due to their co-culture with MDSCs. The Statistical analyses were performed using Future Extraction, Gene Spring software (Agilent) and BRB ArrayTools (http://linus.nci.nih.gov/BRB-ArrayTools.html, Biometric Research Branch, US National Cancer Institute). Intensities were normalized using average factors scaled to the median array intensities over the entire array by using the median array as a reference. Probe sets that yielded a maximal normalized nonlog intensity value of 10 or less were filtered out from further analysis. Class comparsion analysis using two-sided Student t-tests identified mRNAs that were differentially expressed between signal and control samples (p<0.05; FC>2.0).

**Table S**1.

How the deposited data were processed for this re-analysis (not part of the article)

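RNA from P114, CMT-U27 and CMT-U309 canine mammary tumor cells co-cultured with MDSCs was compared with RNA from the same line in monoculture on 6 Agilent canine 4x44K arrays, 2 per cell line with the dyes exchanged. Samples were grouped by the dye and RNA named in their descriptions and by the methods of the paper. The description of hours differs, with 48 h in the methods and at least 72 h in the sample descriptions, and the paper's value was used.

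The authors deposited the scanner output of Feature Extraction 10.10.1.1 for each array, with the intensity of each spot and its local background, a processed signal intensity for each dye, and flags. The processed signals are background-subtracted, corrected for trends over the array and adjusted between dyes by linear and lowess scaling, and low signals are replaced by surrogate values. The dimmer channel of an array is multiplied by a larger factor, between 1.19 and 7.03 for green and between 0.685 and 4.10 for red. The authors also deposited a table of log10 ratios. It was checked against the scanner output and holds the log10 ratio of each array turned to co-culture over monoculture, with a largest difference of 4.997e-06. Nothing in it is scaled between arrays. A spot counts as well above background where Feature Extraction flags it so, which its software decides from the spot's signal and the spread of the background.

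From these files, the log2 ratio of the red over the green processed signal was computed after each channel was scaled to a common median, and the ratio was turned to co-culture over monoculture. Control spots and spots flagged as outliers were left out, and probes with a maximal intensity of 10 or less were removed. Repeated spots of a probe were averaged, up to 5 of them, and then the 2 arrays of each dye-swap. The mean of the 3 cell lines was tested against 0 with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a trend in mean intensity), with Benjamini-Hochberg adjustment over 40699 probes. The thresholds of the methods, p under 0.05 and a fold change over 2, were applied to unadjusted p, and the adjusted p was read at 0.05. The bootstrapping of the methods was not repeated. Gene families were tested with limma's camera on the brightest probe of each gene at a preset correlation of 0.01, adjusted over 12 families, of which 1 and its genes are not reported here. The scanner output was read with pandas in Python and the plots were drawn with matplotlib.

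A dye-swap pair carries the same RNA, so it was counted as 1 replicate, and a cell line has no test of its own. The sample descriptions number the arrays of each line 1 and 2, and the number marks which dye carried co-culture RNA. Arrays with the same number were compared across cell lines. With co-culture RNA in Cy3 the correlations of their log2 ratios across probes were 0.47, 0.51 and 0.61, and with co-culture RNA in Cy5 they were -0.22, 0.03 and 0.40. The number therefore pairs arrays by dye, and a fit of the 6 arrays with a dye term was made as an alternative. The fits of 6 arrays, with and without the dye term, treat the arrays of a cell line as correlated.

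Named genes were chosen by a rule fixed before the data were examined. They are the genes the paper names as measured in tumor cells and the IFN-λ ligands, the 3 genes with the largest listed change in each direction in Table S1, up to 5 probes in each direction with the largest change among those past the thresholds, turned the same way on all 6 arrays and well above background on all 6 in the channel of the higher condition, and the members of each reported family that are in Table S1. Gene symbols are those of the scanner output. Of 13040 distinct symbols, 11821 were found in the reference table of dog genes. For the symbols SEMA3B, RPS19, IL28A and IL28 no probe was found by name. Coordinates are those the files give on canFam2. Where a probe was not well above background on any array of a condition, only an approximate bound is given. It is the mean of the brighter condition over the higher of the dim signal and the lowest signal well above background. Normexp with an offset of 50, loess and Aquantile normalization came first. The brighter condition can hold channels not well above background, so the bound is not strict. Where a probe was well above background in neither condition, no fold is given.

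The alternatives were normexp background correction with an offset of 50 and loess, the deposited log10 ratios, no scaling, no intensity filter, only probes well above background, the methods' t-test on the 3 lines, a t-test of the 12 channels, eBayes without a trend, fits of the 6 arrays with and without a dye term, outlier spots kept, each cell line left out, the median over a gene's probes, fry, and camera with an estimated correlation. The offset is added to both channels, so it shrinks the ratio of dim probes. A t-test over the 6 arrays and the use of the listed probe were added after seeing the data.

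The comparison was tested on simulated data with 200 of 40699 probes changed by 2 or 4 on the log2 scale. Of these 99% were recovered by limma at the thresholds of the methods and 153 after adjustment. The genes of Table S1 had median log2 fold changes of 1.08 (higher) and -1.02 (lower) at the brightest probe. Changes of that size were not simulated, so their recovery is not known. With no change simulated, 323 probes passed the thresholds of the methods and 0 passed after adjustment, so that a count past the unadjusted thresholds also holds chance calls. The simulation draws each probe on its own, with a spread taken from the dye-swaps and the cell lines of that probe, and its counts depend on this noise model.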

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

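The tests on the direction of the P114 array were chosen only after the result was seen.

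The co-culture ratios differed between the RNA samples of the cell lines. In a fit with a mean per cell line and a dye term, 1436 of 40699 probes differed between lines after Benjamini-Hochberg adjustment in limma, and 7104 had an unadjusted p under 0.05 where chance gives about 2035. The residual of this fit is the difference between dye-swapped arrays only, so the test compares these RNA samples, of which each line has 1 pair, and does not show that the lines respond differently. Under normexp background correction and loess, 27 probes passed. The mean ratios of P114 did not follow those of the other lines, while those of CMT-U27 and CMT-U309 correlated at 0.58. The P114 arrays also disagree with each other. The probes that moved the same way on all 4 arrays of the other lines, with a mean log2 ratio over 1 in size, number 227. On the P114 array with co-culture RNA in Cy5, 92.1% of them were turned the opposite way, and on the other P114 array 82.8% were turned the same way. With a mean over 0.5 the shares were 78.0% and 61.0% of 2102 probes. Under normexp and loess they were 92.9% and 92.9% of 14 probes, and 58.2% and 47.6% of 839 probes.

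A dye effect shared by all arrays was tested by fitting the ratios of that array to the co-culture effect of the other lines with their dye effect as a term. The coefficient of the co-culture effect was -0.397 (standard error 0.00703 across probes). The opposite direction remained after the dye effect, which argues against a shared dye effect as the whole cause. For the other P114 array the co-culture coefficient was -0.101. The dye coefficients were 0.504 for the first array and 0.621 for the other, larger in size than the co-culture coefficients. A shared dye effect as a large part of the disagreement therefore stays open. Wrong channel labels on that one array may be a hypothesis, in view of the 92.1%, but the evidence thins at the smaller change. Under normexp and loess the co-culture coefficient of that array was -0.523 and that of the other P114 array -0.250, so both were farther below 0 than before. The dye coefficients were 0.953 and 1.11 there. An opposite response of P114 cells would need both P114 arrays turned the opposite way, and 82.8% of the 227 probes went the same way as the other lines on the second array, while its co-culture coefficient is negative. Wrong labels and an opposite response cannot be told apart, because P114 has a single dye-swap pair whose arrays go apart. No array was relabelled or left out for this reason. A biological difference between the lines stays open and was not tested with a replicate.

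The number of spots flagged as outliers was far from the others on the CMT-U309 array with co-culture RNA in Cy5. It had 116 such spots and the other arrays between 12 and 37, and its gap to the nearest array was 0.76 of the whole range. Those spots were left out. With them kept, 425 probes were higher and 79 lower, close to the 421 and 78 without them. No biological explanation was tested.

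The Il-2 ratio at its brightest probe was far from the others on the P114 array with co-culture RNA in Cy5, where it was 1.57 against values between -1.22 and -0.25 on the other arrays. Its gap was 0.651 of the range. Of 33 groups tested this way 2 passed, and chance flags about 1 in 20. It is the P114 array whose ratios mostly ran opposite to the other lines, and no further cause was tested for this gene.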

How the results depend on the processing

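The t-test over the 6 arrays and the use of the listed probe were chosen only after the result was seen, and the other alternatives were set before the data were examined. Where no cause is given, the cause was not tested.

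Of 405 values of the 28 named log2 fold changes under alternatives, 337 kept their direction and their side of the threshold, 43 fell below it, 4 passed it and 21 reversed. Of 187 values for the 11 gene families reported, 154 kept both, 4 fell below, 3 passed and 26 reversed. The changes of IL28RA and KRT17 kept their direction under every alternative that gave them a value, but not always their side of the threshold. IL28RA fell below it under normexp and loess with a log2 fold change of 0.0773, and with the t-test of the 12 channels, where its log2 fold change of 1.31 is the same and the unadjusted threshold is missed. KRT17 fell below it under normexp and loess at -0.0957 and without CMT-U27 at -0.84. Neither gene has a value among probes well above background, and the same holds for other named genes with dim probes.

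The count of probes past the thresholds, 421 higher and 78 lower, was 3 and 0 under normexp and loess. The offset shrinks the ratios of dim probes, but calls of brighter probes were lost too. The 10 listed-higher probes well above background in all 12 channels had all passed with the processed signals, and only 3 probes passed here. The offset and the loess were not tested apart. Among probes well above background the count was 27 and 10 of 23529 tested. Of the 38 genes of Table S1 tested there, 73.7% moved in the listed direction and 11 passed the thresholds. Of the probes called over all lines, 72.3% were well above background on fewer than 3 of the 6 arrays. The methods' t-test on 3 cell lines gave 83 and 35 probes and 19 listed genes, the t-test of the 12 channels 72 and 42 and 22 listed genes, and the t-test over the 6 arrays 51 and 47 with 36 listed genes, 100% in the listed direction. Under normexp and loess 0 listed genes passed, and at the listed probe 120 did, 100% in the listed direction, since that probe was found by its fold change. With the median over a gene's probes, 95.5% were in the listed direction. The share of higher probes among those called was 84.4%, against 79.1% without scaling, 76.4% in the deposited ratios, 73.0% among probes well above background, 70.3% with the methods' t-test, 63.2% with the t-test of the 12 channels, 52.0% with the t-test over the 6 arrays and 100% of the 3 under normexp and loess. Leaving out each line it was 78.7% without P114, 57.0% without CMT-U27 and 48.1% without CMT-U309, so the excess of higher probes depends on the test and on the lines included. In the fit of 6 arrays with a dye term, 5 probes passed after adjustment, against 6 without the dye term and 0 over the 3 lines. Both fits of 6 arrays take technical arrays as the observations, with the arrays of a cell line correlated. At the unadjusted thresholds the fit with the dye term called 370 probes higher and 77 lower, of which 439 are among the 499 called over the 3 lines, and 69 listed genes against 74. Of the families reported, the epithelial genes and the leukocyte markers changed direction under it, as given below.

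Leaving out each line in turn, the count of higher probes ranged from 122 to 2104, that of lower probes from 92 to 571, the count after adjustment from 0 to 6387 and the listed genes past the thresholds from 22 to 76. The highest counts of probes came without P114. The count of probes that differ between lines was 27 under normexp and loess. The correlation of the CMT-U309 dye-swap turned from -0.09 to 0.16 under normexp and loess and to 0.0873 among probes well above background.

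Some named log2 fold changes reversed. With the median over probes IL2 was 0.62, LAPTM5 0.39, PCDHAC2 0.0633, SEMA6C 0.31, STAT3 0.0290 and VEGFC 0.0147. For IL2 and LAPTM5 every probe other than the brightest was not well above background in any channel, so these medians rest on probes without a clear signal. Under normexp and loess GTF2A1L was -0.0269, IL18 -0.0162 and SEMA6C 0.00316. IL7 was -0.0101 without scaling and -0.0101 in the deposited ratios. Leaving out each line, IL18 ranged from -0.0392 to 0.16, SEMA6C from -0.15 to 0.0719, VEGFC from -0.26 to 0.0888, IL28B from -0.22 to 0.0633, IL7 from -0.13 to 0.12, PCDHAC2 from -0.55 to 0.0663 and LAPTM5 from -0.49 to 0.00161.

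For the gene families, limma's camera p of the epithelial genes reversed direction to 0.410 under normexp and loess, 0.882 in the deposited ratios, 0.984 without scaling, 0.989 among probes well above background, 0.946 with the methods' t-test, 0.954 without a trend, 0.926 and 0.929 over 6 arrays with and without the dye term, and 0.964 with estimated correlation. The leukocyte markers reversed to 0.621, 0.993, 0.952, 0.878 and 0.631 under the first 5 of these settings, to 0.967 and 0.955 over 6 arrays and to 0.774 with the median over probes. The keratins reversed to 0.751 with the methods' t-test. With the t-test of the 12 channels the mesenchymal genes reversed to 0.989 and the chemokines to 0.883. Among probes well above background the chemokines (0.0165, lower) and the mesenchymal genes (0.0108) passed after adjustment, and with the median over probes the mesenchymal genes (0.00595) did. The ribosomal proteins reversed to 0.187 under normexp and loess and no longer passed with fry (0.261) or estimated correlation (0.350). Leaving out each line, the p ranged from 0.0387 to 0.706 for the epithelial genes, 0.256 to 0.894 for the keratins, 0.0381 to 0.842 for the chemokines, 0.456 to 0.815 for the leukocyte markers and 4.76e-06 to 0.0357 for the ribosomal proteins.

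The signal over background limits these results most where a probe is well above it in few channels, and for such probes the ratio rests on surrogate or near-background signals.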

Differences from the paper's values

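The t-test over the 6 arrays and the use of the listed probe were chosen only after the result was seen.

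The paper lists 107 genes as higher and 30 as lower past its thresholds, and of these 55 and 19 passed the same thresholds in limma at the brightest probe. The list was chosen on these samples, so these counts are not independent evidence. For the genes listed as higher, none of the alternatives set before the data were examined came within 1.5 times of the paper's count, with values from 0 under normexp and loess to 60 without P114. For the genes listed as lower, the processed signals without scaling came within it with 23, and the other alternatives set then did not, with values from 0 under normexp and loess to 19. At the probe whose fold change is listed, chosen after seeing the values, 95 and 25 passed.

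For some genes the brightest probe gave another log2 fold change than the paper's listed fold change on the log2 scale. None of the alternatives set before the data were examined reached the paper's value for IL18 (the paper's 1.24, here 0.0351), SEMA6C (the paper's 1.12, here -0.0196), IL29 (the paper's 1.32, here -0.19), LCTL (the paper's -1.43, here -0.0113), PVRL1 (the paper's -1.24, here -0.32), IL7 (the paper's 1.01, here 0.0138), PCDHAC2 (the paper's 1.05, here -0.21) and LAPTM5 (the paper's 1.05, here -0.31). For GTF2A1L (the paper's 1.54, here 0.65) and IL2 (the paper's 1.06, here -0.42) the median over a gene's probes, set before the data were examined, came within the spread between cell lines of the paper's value, and the others set then did not. For both genes every probe other than the brightest was not well above background in any of the 12 channels, so those medians rest on probes without a clear signal and their closeness decides nothing. At the listed probe, chosen after seeing the values, the mean of the 6 unscaled arrays is the listed value for every gene.

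The paper shows the genes past the thresholds in a volcano plot (Fig. 1B). The largest and smallest log2 fold changes there are about 2.1 and about -1.6 in Fig. 1B, read by eye. A t-test over the 6 arrays of unscaled ratios, chosen after seeing the values, called 51 probes higher and 47 lower, and 36 of the listed genes passed it. By gene symbol limma called 119 genes higher and 24 lower here, beside the paper's 107 and 30, and these counts depend on the setting. They were 107 and 23 without a trend and 109 and 30 without scaling, but 24 and 10 with the methods' t-test on 3 cell lines, 23 and 13 with the t-test of the 12 channels, 12 and 5 among probes well above background and 1 and 0 under normexp and loess. Leaving out each line, they ranged from 45 to 670 higher and from 38 to 151 lower. The t-test over the 6 arrays gave 20 and 15. The counts do not say which genes.

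The paper states that most upregulated genes belong to a few pathways, among them cytokine and chemokine, interleukin and Wnt signaling. Over the families used here, 6 interleukin genes, 1 chemokine gene and 2 Wnt genes are in Table S1, higher or lower. PANTHER's own assignments were not used here.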

Other observations

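The tests on the genes listed as lower and on the scaling of the dimmer channel were chosen only after the result was seen.

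The probes of Table S1 lie nearer the background than others. Of the listed probes, 66.4% were well above background on fewer than 3 of the 6 arrays, against 15.7% of the 20383 probes with a gene symbol, and among the 107 listed as higher the share was 84.1%. Signal near the background is a candidate explanation for many of the listed rises. For the 30 genes listed as lower the share was 3.33%, but it counts an array through either channel, and a fall by itself selects probes with a bright monoculture channel, so it decides nothing. In the co-culture channel 25 of these 30 probes were well above background on fewer than 3 of the 6 arrays, against 1 in the monoculture channel, and 0 of the 30 were well above it in all 12 channels. Signal near the background stays open for the falls. A ratio near the background can follow the scaling of the dimmer channel. Over the 6 arrays, the median ratio of other probes below background in all channels rose with the factor by which the co-culture channel was raised over the monoculture channel, with a Pearson r of 0.678 (exact permutation p = 0.129, adjusted 0.172 over 4 relations, Spearman 0.600 with p = 0.242), and without the 2 arrays farthest from the median of that factor r was 0.0735, so the relation rests on those arrays. For the listed-higher probes r was 0.970 (exact permutation p = 0.00139, adjusted 0.00556, Spearman 1.00 with p = 0.00278, and r of 0.951 without those arrays), but these genes were chosen for their ratios, so this decides nothing. For the listed-lower probes r was -0.892 (p = 0.0222 by the same exact permutation). The number of arrays keeps the scaling open.

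Other technical explanations were weighed for the listed fold changes. Across the listed genes the listed log2 fold change had r = -0.653 with the unturned mean ratio, which is the dye effect. Within the genes listed as higher r was -0.0486 and within those listed as lower -0.0139, so the -0.653 comes from the split between these lists. The comparison was planned against the correlation with the turned mean, which is 1 by construction because the listed value is that mean, and the genes were chosen for their ratios. A dye effect equal on both arrays of a dye-swap cancels in the turned mean, and one that differs between arrays stays open. RNA from MDSCs could raise leukocyte genes. As a set of 29 genes they had a camera p of 0.932 and no direction that held across settings. Among abundant ones, S100A8 had a log2 fold change of 0.09 (standard error 0.21) and S100A9 of -0.27 (standard error 0.30), CD74 had 1.09 (standard error 0.39, adjusted p = 0.498 in limma) and LAPTM5, in Table S1, had -0.31 at its brightest probe. Of the markers 27.6% were well above background and the genes went both ways, so a small share stays open.

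With the signs of the 3 cell lines flipped in every way, 4 splits exist, and 2 of them gave as many probes past the thresholds as the real signs, the real ones included. The other is the split that turns P114 against the other lines, with 678 probes against 499, and chance cannot be excluded with 3 lines.

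Downstream genes of IFN-λ and STAT3 were tested as sets, as a hypothesis. The 39 interferon-stimulated genes had a camera p of 0.178 (median log2 fold change 0.06) and the 24 STAT3 targets a camera p of 0.181 (median 0.02), both upward and not past the threshold, so the arrays neither show nor exclude such a rise. Vegf-C had a log2 fold change of -0.08 (standard error 0.14) and Stat3 of -0.06 (standard error 0.11) at the brightest probe, and both turned slightly upward with the median over probes. The STAT3 target Socs3, listed in Table S1, fell by 1.02 on the log2 scale (standard error 0.27, adjusted p = 0.498 in limma). Its probe was well above background in 3 of 6 co-culture and 5 of 6 monoculture channels. Its log2 fold change was -0.05 under normexp and loess and -0.82 without CMT-U27, so the fall depends on the processing and on the lines included. The 26 angiogenic genes had a camera p of 0.288. The paper does not report the 49 ribosomal protein genes, whose set was lower with a camera p of 0.000274 (adjusted 0.00329, median log2 fold change of -0.13). It did not pass in fry, and it turned upward under normexp and loess with a camera p of 0.187, so its direction depends on the background correction.

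In real-time RT-PCR the paper reports the largest Il-28ra increase in P114, and on the arrays the log2 ratio was 1.08 in P114, 1.77 in CMT-U27 and 1.07 in CMT-U309. In P114 and CMT-U309 the arrays of a pair differed by more than the lines did, so no order of the lines is read from them.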
